A study of Homo sapiens with 18 samples. Its data were reported in "Specific GPCRs elicit unique extracellular vesicle miRNA array signatures" (2026).

How the data were processed

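Extracellular vesicles (EVs) are membrane particles that cells release, and they carry microRNAs (miRNAs), short RNAs that regulate other transcripts. Per the labels, the EVs came from the culture medium of U2OS, a human osteosarcoma cell line. The cells had been exposed to SDF-1, a chemokine ligand of the atypical chemokine receptor ACKR3, or to its vehicle, a solution of human serum albumin (HSA). Medium that had not been on cells was processed in parallel as media control. Total RNA was extracted, reverse transcribed with pooled miRNA primers, pre-amplified, and run on TaqMan low density array cards, on which each well holds the assay of 1 miRNA.

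The authors deposited a table of quantification cycles (Cq), the PCR cycle at which an assay crosses its detection threshold, for 423 assays in 18 samples. A lower Cq means more template, and 1 cycle corresponds to 1 unit on the log2 scale when template doubles at each cycle. The methods of the study state that wells with a Cq above 34, a low Cq confidence or a low amplification score were treated as missing. The deposited table still held 54 values above 34, of which the highest was 37.7, and these were set to missing here. No number of molecules is known behind a Cq, so no counting interval was computed, and the number of samples limits the precision.

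The authors also deposited the Cq values of 56 normalizer assays with their mean per sample, and a table of log2 fold changes in which each SDF-1 sample was set against the vehicle sample of the same number after subtraction of that mean. The Cq values and the normalizer mean were used to recompute these log2 fold changes, and all 1454 deposited values were recovered within 0.01. The remaining 36 columns of per-sample values in that table, which hold Cq values and intermediate steps, were not used. The authors' deposited table of statistics gave log2 fold changes by 3 estimators with an unadjusted p-value for each, for 87 assays, of which 2 were control assays. Its matched-pairs log2 fold changes were recovered within 0.01 for 87 of 87 rows, and its matched-pairs p-values equalled a chi-square approximation of the sign test for 87 of 87 rows.

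Samples were grouped by the labels into SDF-1, vehicle and media, with 6 samples in each. Samples of one group shared at most 0.429% identical Cq values, so none is a copy of another, and each was counted as 1 replicate. This cannot show that samples came from separate cultures or runs. The tests treat samples or pairs as independent, although neighbouring replicate numbers resembled each other after SDF-1 and in vehicle, as given below. An assay was called detected when it had a Cq of at most 34. Assay names were used as deposited, without the species prefix hsa. A number sign marks the less abundant arm of a hairpin. The assay numbers were used only to keep assays with the same name apart. The normalized Cq of a miRNA was its Cq minus the mean Cq of the 56 normalizer assays in the same sample, and the log2 fold change was the normalized Cq of the vehicle sample minus that of the SDF-1 sample of the same pair. The criteria written with the deposited normalizer table (detection in every SDF-1 and vehicle sample, fewer than 3 detections in media, and a gap above 3.3 cycles to media) were met by 50 of the 56 assays. The 56 assays were used as listed, and the 50 were tried as an alternative.

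For SDF-1 against vehicle, miRNAs were tested when they were detected in at least 5 of 6 samples of either group, had at least 3 complete pairs, and were not seen in media within 3.3 cycles of vehicle. The effect was the mean of the within-pair differences, as matched-pairs regression gives it. The test was the Skillings-Mack test by exact enumeration, which for 2 conditions is the exact two-sided sign test, at an unadjusted p under 0.2 as in the methods of the study, with Benjamini-Hochberg adjusted values beside it. With 6 pairs the smallest p-value was 0.03125 and the next was 0.21875, with 5 pairs they were 0.0625 and 0.375, with 4 pairs the smallest was 0.125, and with 3 pairs it was 0.25. A miRNA therefore passed the threshold only when all of at least 4 pairs changed the same way. The pairs were taken from the sample numbers in the labels. Same-numbered SDF-1 and vehicle samples deviated together from their group means, with correlations across 169 miRNAs from 0.536 to 0.654 in the 6 pairs. The numbers of detected miRNAs and the normalizer Cq were compared by exact sign-flip permutation tests over pairs, and vehicle against media by an exact permutation test of unpaired groups.

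Vehicle and media were compared on Cq values without normalization, because the normalizer is defined only for SDF-1 and vehicle samples. The linear model of limma 3.58.1 in R 4.3.3 was used over miRNAs detected in at least 3 samples of both groups, with a Benjamini-Hochberg adjusted p under 0.05 and a difference above 3.3 cycles. Other steps were run in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

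The tests were first run on simulated data. Among 147 simulated miRNAs with the observed pair spreads, 40 were shifted by 1 cycle, and the exact test called 31 of them and 8 of the 107 unshifted ones, while limma at an adjusted p under 0.05 called 31 and 2. In 150 simulated miRNAs of vehicle and media, limma called all 40 that had been shifted by 5 cycles and none of the others. The shift of 1 cycle was larger than most changes seen, whose median absolute log2 fold change was 0.15. The shift of 5 cycles exceeded the median difference of 2.82 cycles between vehicle and media, and that simulation had no missing values. These rates therefore do not carry over to the smaller differences in the data.

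Most miRNAs named below were fixed by rules set before the data were examined. They were those changed the same way in all of at least 5 pairs, those with a change of at least 1.5-fold and a p under 0.2 by either the exact or the chi-square form of the test, miR-422a and miR-135b-3p (the assay miR-135b#), the 5 largest differences in each direction between vehicle and media at an adjusted p under 0.05, the 3 lowest mean Cq values in each group, and the control assays. The others, miR-129#, miR-10b, miR-648, miR-299-5p, miR-196b and miR-1227, were named after their values were seen. Gene symbols were taken from a RefSeq gene table of assembly GRCh38.p14, in which 140 of the 147 miRNAs tested were matched by name. That table served for names and for overlapping genes only, since the assays name no genome build, and it gives no strand.

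The alternatives tried were other forms of the test (chi-square, sign-flip, limma with the pair as a block, and unpaired), other normalizers (median of the tested miRNAs, none, and one value per group), other filters on detection and media, a Cq limit of 32, missing values set to 34, and leaving out each replicate in turn. For vehicle against media they also included centring each sample on its median, a block for the replicate number, and a difference of 1 cycle. The 50 normalizers, the miRNAs of the authors' deposited table, no Cq limit, and the median as a normalizer Cq were chosen after seeing the data.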

Results

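EV miRNA was profiled from culture medium in 18 samples, 6 from U2OS cells treated with SDF-1 at 100 ng/ml, 6 from cells given the vehicle with 0.0001% HSA, and 6 from plain medium as media control. Treated and vehicle cells were incubated for 24 h. The deposited Cq values covered 420 miRNA assays and 3 control assays, fewer miRNA assays than the study states for the card set. They numbered 4244. The question behind the comparison of SDF-1 with vehicle was whether stimulation of ACKR3 changed the miRNA content of EVs. The media control served to separate miRNAs of the cells from those already in the medium. The study states that its medium held EV-depleted fetal bovine serum, in which some bovine EVs were left. Cells given SDF-1 or vehicle were kept in medium with such serum too.

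The number of detected miRNAs per sample was 267 ± 14.0 (SD, n = 6) after SDF-1, 274 ± 11.7 (SD, n = 6) in vehicle and 151 ± 21.5 (SD, n = 6) in media. Vehicle samples had 123 more detected miRNAs than media samples on average (exact permutation test, two-sided, p = 0.00216, the smallest value that 6 samples against 6 allow). SDF-1 samples had 7 fewer than their vehicle pairs on average, with an SD of 9.03 over the 6 pairs and a higher number in 1 of 6 pairs, a difference smaller than the spread between pairs (exact sign-flip permutation test, two-sided, p = 0.125). In total 404 miRNAs were detected in at least 1 SDF-1 or vehicle sample, 169 were detected in every SDF-1 and vehicle sample, and 69 were detected in all 18 samples. Of 235 miRNAs detected in some but not all SDF-1 and vehicle samples, 0 had a Fisher's exact p under 0.05 for a difference in detection. The lowest exact p-value was 0.0606, for miR-129#, detected in 0 of 6 SDF-1 and 4 of 6 vehicle samples, with an adjusted value of 1.

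**Figure D1:**
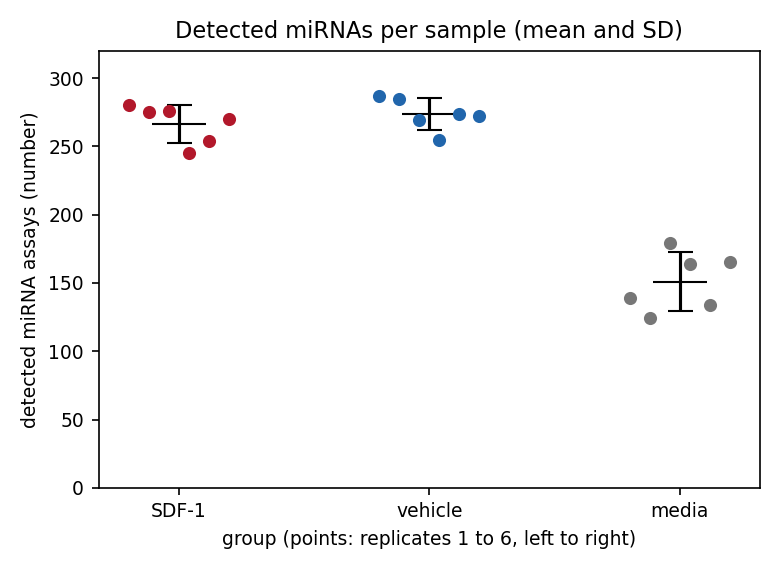
Number of miRNA assays with a Cq of at most 34 in each sample (points, replicates 1 to 6 from left to right), with the mean and SD of each group. The SDF-1 samples ranged from 245 to 280 and the vehicle samples from 255 to 287, while the media samples ranged from 124 to 179.

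Among miRNA assays detected in all 6 samples of a group, the one deposited as miR-1274B had the lowest mean Cq in each of the 3 groups. This assay was at 16.6 ± 0.442 (SD, n = 6) after SDF-1, 16.6 ± 0.637 (SD, n = 6) in vehicle and 20 ± 0.671 (SD, n = 6) in media. It was followed by miR-222 (17.9 ± 0.307) and miR-1274A (17.9 ± 0.191) after SDF-1 and by miR-1274A (17.7 ± 0.364) and miR-222 (17.9 ± 0.370) in vehicle. In media the next assays were miR-19b (22.2 ± 1.3) and miR-17 (22.3 ± 1.10). Among the control assays, U6 small nuclear RNA had a mean Cq of 17.2 ± 0.218 (SD, n = 6) after SDF-1, 17.1 ± 0.269 (SD, n = 6) in vehicle and 29.2 ± 0.922 (SD, n = 6) in media. The small nucleolar RNA RNU44 had a Cq of 25.4 ± 0.289 (SD, n = 6) and 25.3 ± 0.472 (SD, n = 6) in SDF-1 and vehicle and was not detected in media. RNU48 had a Cq of 23.0 ± 0.283 (SD, n = 6) and 22.8 ± 0.401 (SD, n = 6), and was detected in 1 media sample at a Cq of 31.6.

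The comparison of vehicle with media asked which miRNAs had a lower Cq in medium that had been on cells. The methods of the study give a set range of miRNA mass for each reverse transcription. Where samples held that mass, Cq values compare the make-up of the miRNA and not its amount per volume of medium. Of 148 miRNAs detected in at least 3 samples of both groups, 67 had a Cq lower in vehicle by more than 3.3 cycles at an adjusted p under 0.05 (limma), and 0 had a Cq lower in media by that margin. Of the alternatives, setting missing values to a Cq of 34 moved the first count most in number, to 168 among 288 miRNAs, and centring each sample on its median moved it most as a ratio, to 17 among the same 148 miRNAs, with 9 lower in media. Without the margin, 102 miRNAs had an adjusted p under 0.05, of which 101 were lower in vehicle and 1 in media, and at an unadjusted p under 0.05 the number lower in media was also 1. The median difference across the 148 miRNAs was 2.82 cycles. A further 55 miRNAs were detected in at least 5 vehicle samples and in no media sample.

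The 5 largest differences were those of miR-345, miR-222, miR-146b, miR-130a and miR-29a. Mean Cq of miR-345 was 22.1 ± 0.624 (SD, n = 6) in vehicle and 31.7 ± 0.822 (SD, n = 5) in media, a difference of 9.55 cycles (SE 0.532, limma adjusted p = 8.09e-11). The differences were 9.18 cycles for miR-222, 9.13 for miR-146b, 8.90 for miR-130a and 8.00 for miR-29a, with limma adjusted p-values of 9.63e-11, 8.01e-10, 2.28e-07 and 2.51e-08. The 1 miRNA with a lower Cq in media was miR-19b-1#, at 27.4 ± 0.871 (SD, n = 6) in vehicle and 25.9 ± 0.528 in the 3 media samples in which it was detected (limma adjusted p = 0.0470). Its limma adjusted p-value was 0.102 without replicate 1, 0.0571 without replicate 5 and 0.0757 without replicate 6, and its direction changed when missing values were set to a Cq of 34. With the replicate number as a block, media minus vehicle was -0.89 cycles (limma adjusted p = 0.247). It was -4.60 cycles (limma adjusted p = 1.84e-05) when each sample was centred on its median, which removes the general difference between the groups. The 2 miRNAs detected in at least 5 media samples and in no vehicle sample, named here after their values were seen, were miR-648 and miR-299-5p. Mean Cq of miR-648 was 21.1 ± 0.641 (SD, n = 5) in media, and it was detected in 0 SDF-1 samples. Mean Cq of miR-299-5p was 30.3 ± 1.57 (SD, n = 6) in media, and it was detected in 3 SDF-1 samples.

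**Figure D2:**
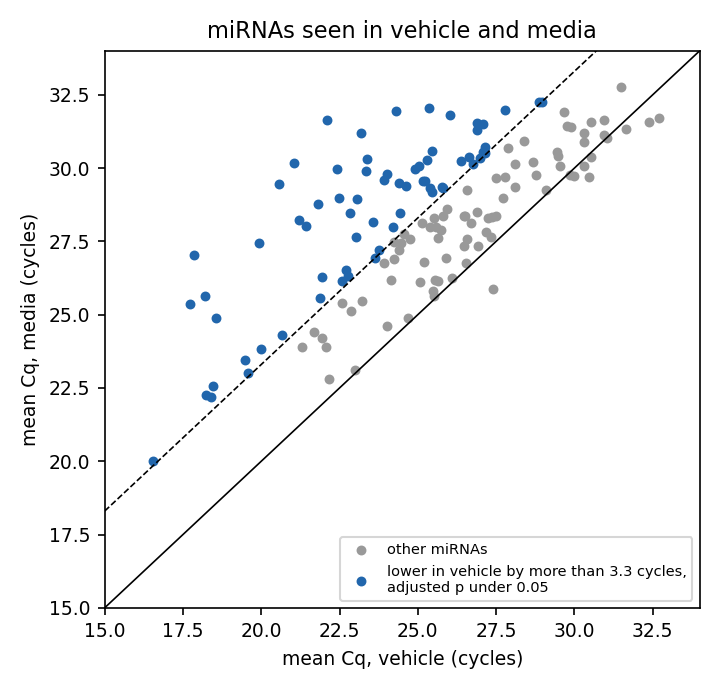
Mean Cq in media (vertical axis, cycles) against mean Cq in vehicle (horizontal axis, cycles) for the 148 miRNAs detected in at least 3 samples of both groups. The solid line marks equal Cq and the dashed line a difference of 3.3 cycles, and the 67 miRNAs in blue lie beyond it at an adjusted p under 0.05.

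The mean Cq of the 56 normalizer assays, which is subtracted from every miRNA, was 26.1 ± 0.452 (SD, n = 6) after SDF-1 and 26 ± 0.533 (SD, n = 6) in vehicle. The 56 include 2 control assays, RNU44 and RNU48, and 53 of the 147 miRNAs tested below. The mean within-pair difference was 0.0662 cycles with an SD of 0.165 over pairs, and the normalizer was later after SDF-1 in 4 of 6 pairs (exact sign-flip permutation test, two-sided, p = 0.344). The sign of this difference was the opposite when all 169 miRNAs detected in every SDF-1 and vehicle sample were averaged, at -0.0735 cycles.

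In the comparison of SDF-1 with vehicle 147 miRNAs were tested, 110 of them with 6 complete pairs, 14 with 5, 15 with 4 and 8 with 3. By the exact two-sided sign test 8 miRNAs had a p under 0.2, of which 6 were higher and 2 lower after SDF-1. With median normalization 3 were higher and 3 lower, and without normalization 5 were higher and 5 lower. The lowest Benjamini-Hochberg adjusted value among the 147 was 0.656, so none passed correction for the number of miRNAs, and 7 had an unadjusted exact p under 0.05. If each pair went up or down by chance alone, 6.19 miRNAs would have an exact p under 0.2. Of the alternatives, the chi-square form of the same test moved the count most, to 37, where chance alone would give 33.2. With the requirement of a change of at least 1.5-fold, 1 miRNA remained under the exact test and 6 under the chi-square form.

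The 8 miRNAs had changed the same way in all of their complete pairs. Expression of miR-135b# was higher in 5 of 5 pairs, with a log2 fold change of 0.67 (SD 0.379 over pairs, exact two-sided sign test, p = 0.0625, adjusted value 1), and it fell below 1.5-fold with median normalization (0.55), without normalization (0.57), without the pairing (0.55), without replicate 1 (0.58) and without replicate 3 (0.56). It was detected in 6 SDF-1, 5 vehicle and 0 media samples, and its gene, MIR135B, lies within LEMD1 and BLACAT1. Expression of miR-27a (MIR27A, within MIR23AHG) was higher in 6 of 6 pairs, with a log2 fold change of 0.53 (SD 0.439). Of that mean, replicate 5 gave the largest part, and without it the log2 fold change was 0.36. The other 6 miRNAs changed by smaller amounts. Log2 fold changes were 0.37 (SD 0.277) for miR-9#, 0.34 (SD 0.290) for miR-218, 0.30 (SD 0.195) for miR-324-5p and 0.28 (SD 0.208) for miR-152. They were -0.30 (SD 0.190) for miR-125a-5p and -0.17 (SD 0.0732) for miR-339-3p. Each of these 6 miRNAs and miR-27a had an exact p of 0.03125, the smallest that 6 pairs allow, with an adjusted value of 0.656. Under the alternatives in which they were tested, miR-27a and miR-135b# kept a p under 0.2, and each of the other 6 had a p above 0.2 under at least 1 alternative. By limma with the pair as a block, the lowest adjusted p-value was 0.649, and 0 miRNAs had an adjusted p under 0.05. An unadjusted limma p under 0.05 was found for 10, among them miR-135b#, miR-27a, miR-9#, miR-218, miR-324-5p and miR-125a-5p. Both miR-27a and miR-218 were detected in 4 media samples, each at a mean Cq of 30.3 there, and neither is in the authors' deposited table.

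The gene of miR-152 lies within COPZ2, that of miR-324-5p within ACADVL, that of miR-339-3p within CHLSN, and that of miR-125a-5p within SPACA6. The assay miR-9# reads a sequence shared by 3 genes (MIR9-1, MIR9-2 and MIR9-3), and miR-218 has 2 genes, which lie within SLIT2 and SLIT3, so a change cannot be assigned to one of them.

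**Figure D3:**
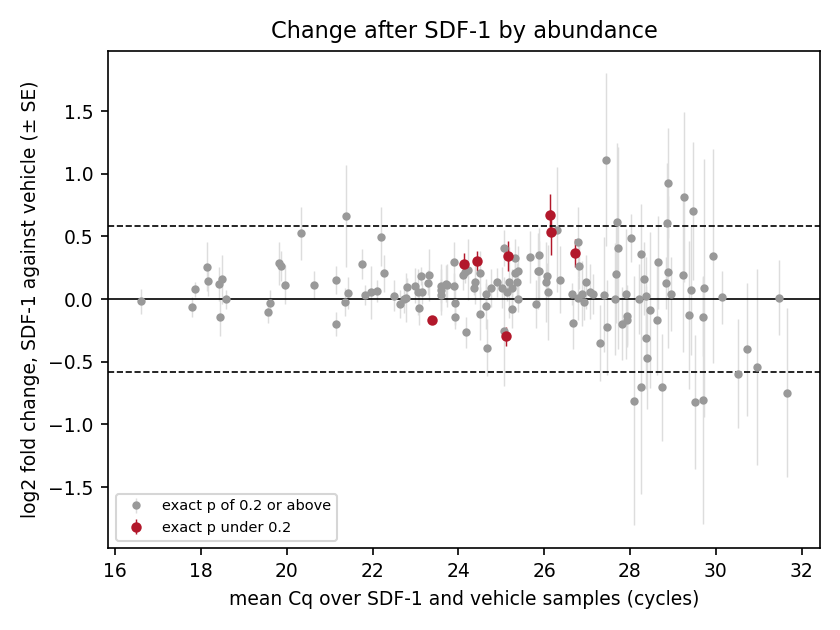
Log2 fold change of SDF-1 against vehicle (vertical axis, with the SE over pairs) against mean Cq (horizontal axis, cycles) for the 147 miRNAs tested, with the 8 miRNAs with an exact p under 0.2 in red. Dashed lines mark a change of 1.5-fold, beyond which 15 point estimates lie, most of them at a late Cq with wide error bars.

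Changes of at least 1.5-fold were estimated for 15 miRNAs, 8 higher and 7 lower. The largest was that of miR-422a (MIR422A), with a log2 fold change of 1.11 (SD 1.54 over 5 pairs), higher in 4 of 5 pairs (exact p = 0.375). A single pair decided this value: the log2 fold change was 3.77 in replicate 5 and between -0.12 and 0.86 in the other 4 pairs, and the mean without replicate 5 was 0.45. Log2 fold change was -0.70 (SD 1.05) for miR-642, lower in 5 of 6 pairs (exact p = 0.219), and it was -0.30 without replicate 5. It was 0.70 (SD 1.23) for miR-1255B, higher in 4 of 5 pairs (exact p = 0.375), and 0.27 without replicate 1. For the miR-502 hairpin, whose gene MIR502 lies within CLCN5, the assay miR-502 gave 0.61 (SD 1.40) and the assay miR-502-3p gave -0.60 (SD 0.972), each with 4 of 5 pairs in that direction (exact p = 0.375). Leaving out one replicate gave 0.32 (without replicate 3) to 1.22 (without replicate 1) for miR-502. For miR-502-3p it gave -0.80 (without replicate 5) to -0.17 (without replicate 1). For these 5 miRNAs the SD over pairs exceeded the mean change. In the authors' deposited table, which holds 85 miRNAs, 22 had a matched-pairs p under 0.2, and 6 of these had a matched-pairs change of at least 1.5-fold. They were miR-135b#, miR-422a, miR-642, miR-1255B, miR-502-3p and miR-10b, and the last was not tested here because it was seen in media within 3.3 cycles of vehicle.

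**Figure D4:**
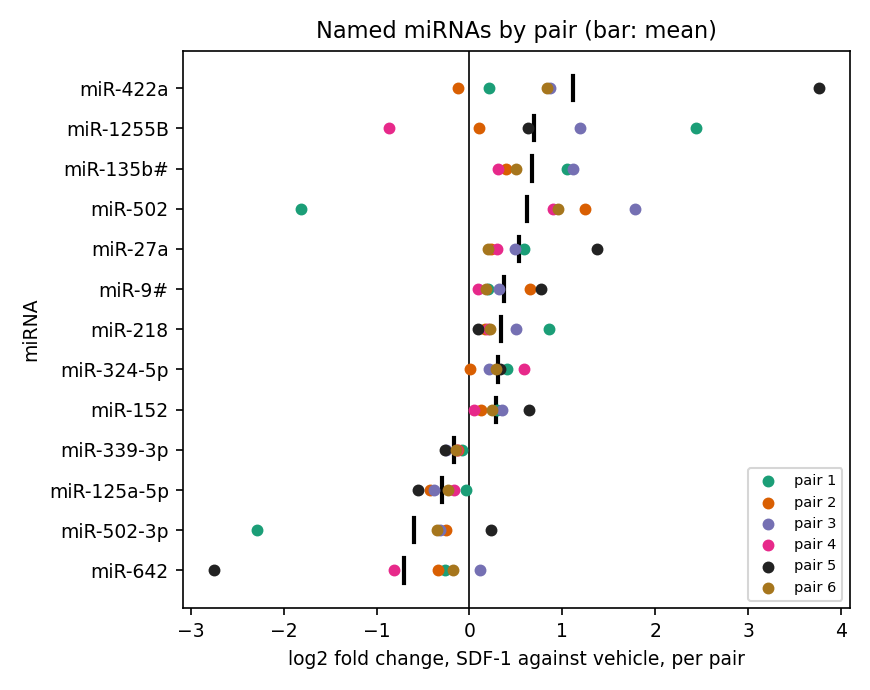
Log2 fold change of SDF-1 against vehicle (horizontal axis) in each complete pair (coloured points) for the 13 named miRNAs (vertical axis), with the mean as a black bar. The points of miR-422a and miR-642 in pair 5, at 3.77 and -2.75, lie apart from those of the other pairs.

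Point estimates were above 0 for 102 of the 147 miRNAs (69.4%) and below 0 for 45, with a median log2 fold change of 0.08. Of the alternatives, normalization to the median of the 110 tested miRNAs detected in every SDF-1 and vehicle sample changed this split most, to 63 above and 84 below 0 (42.9% above). Without normalization, 75 were above and 72 below 0 (51.0% above). Median normalization lowered the log2 fold changes by a median of 0.11. In single pairs, the share above 0 ranged from 45.3% in replicate 1 to 67.6% in replicate 2.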

Values the study reported

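For ACKR3 the study reported that 86 miRNAs entered the statistical analysis. For miR-135b-3p it reported a log2 fold change of 0.67 with a p-value of 0.0253 after stimulation of this receptor.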

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

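All tests of explanations in this part were chosen after the results were seen. In 64 groups of 4 to 6 values, 12 samples or pairs stood apart from the rest of their group by Dixon's criterion. Chance alone gives about 3.2 in groups not chosen by their values. Most groups here were of miRNAs named for their changes, and several share values or samples. The count of 12 is therefore no test of an excess over chance. Of the 12, 8 belonged to replicate 5, 3 to replicate 1 and 1 to replicate 4.

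Vehicle replicate 5 had later Cq values than the other vehicle samples. Its normalizer Cq was 27.0, against 25.5 to 26.1 in the other 5. Its Cq of RNU44 was 26.2, against 24.8 to 25.3, that of miR-130a was 23.4, against 19.7 to 20.7, and that of miR-29a was 24.1, against 22.9 to 23.2. RNU44 is itself a normalizer assay, so its late Cq is part of the late normalizer Cq. The delay was not confined to these assays: among 125 other miRNAs detected in every vehicle sample, replicate 5 had the latest Cq in 77.6%, where chance gives 16.7%, with a median delay of 1.35 cycles. SDF-1 replicate 5 showed a median delay of 0.98 cycles over 127 such miRNAs. A lower amount of RNA of every kind is argued against by U6 small nuclear RNA, which in replicate 5 was at -0.23 cycles from the median of the other vehicle samples, that is, earlier, and by RNU48, at -0.25 cycles, while RNU44 was later by 1.03 cycles. What remains open is a lower amount of miRNA, or a less efficient reaction for most miRNA assays, in the culture or run behind this pair. No biological explanation was tested, since the samples of this pair differ from the others only by their number.

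After normalization, 3 named miRNAs still stood apart in pair 5. The normalized Cq of miR-27a in vehicle was 1.73, against -0.08 to 0.40 in the other vehicle samples, and its log2 fold change was 1.37, against 0.20 to 0.59 in the other pairs. The log2 fold change of miR-422a was 3.77, against -0.12 to 0.86, and that of miR-642 was -2.75, against -0.81 to 0.12. Pair 5 scattered more than the others in general: over 102 other miRNAs with complete pairs, the SD of the normalized difference was 0.768 in pair 5 and 0.479 to 0.559 in the other 5 pairs. Wider technical scatter in pair 5 may therefore account for these values. An effect of SDF-1 in this culture alone stays open and was not tested.

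In pair 1, the log2 fold change was -1.81 for miR-502, against 0.90 to 1.78 in the other pairs, and -2.28 for miR-502-3p, against -0.35 to 0.23. The normalized Cq of miR-1255B after SDF-1 was 2.17 in replicate 1, against 3.15 to 3.68. These assays have late Cq values, and sampling of few templates may explain such differences. Among 36 other miRNAs with a mean Cq at least as late as 27.7, 47.2% had a difference of at least 1.81 in some pair, while 3.06% of 98 earlier ones did. That both miR-502 assays were lower in the same pair stays open, since 1 pair cannot be tested.

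The Cq of miR-146b in media was 32 in replicate 4, against 29.4 to 29.7 in the other 3 media samples in which it was detected. No explanation was tested for this single value.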

How the results depend on the processing

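Alternatives were fixed before the data were examined, except those named below as chosen after seeing the data. The 8 miRNAs with an exact p under 0.2 became 37 with the chi-square form, 32 with the sign-flip test, 35 with limma and the pair as a block (10 at an unadjusted and 0 at an adjusted p under 0.05), 16 without the pairing (no replicate block), and 17 without the media filter, which raised the number tested to 237. The exact sign test with 6 pairs needs 6 pairs of 1 sign, and the 3 other tests that keep the pairs do not, which accounts for their larger counts. The cause of the count without the pairing was not tested, and 4 of the 8 miRNAs were among those 16. The count lay between 6 and 10 under the remaining settings, which include the added ones (the 50 normalizers, the authors' list and no Cq limit). The members changed more than the count: of the 8 miRNAs, 5 were among the 6 calls with median normalization (3 higher and 3 lower, against 6 and 2), 5 among the 10 without normalization (5 and 5), 4 among the 8 with a normalizer value per group, 6 among the 6 at a Cq limit of 32, and 7 among the 8 with the 50 normalizers. The count ranged from 10 to 16 across the 6 fits that each left out one replicate, with 15 without replicate 1 and 16 without replicate 6. That the 8 miRNAs stayed among these calls was fixed by the test, since pairs of 1 sign keep it when a pair is left out.

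The 1 miRNA with a change of at least 1.5-fold in addition became 6 with the chi-square form, 4 with the sign-flip test, 10 with limma, 5 without the pairing, 5 without the media filter and 2 with a normalizer value per group. It became 0 with median normalization, where the log2 fold change of miR-135b# was 0.55. That of miR-135b# was also below 1.5-fold without normalization (0.57), where the 1 call was another miRNA, and without the pairing (0.55). With missing values set to 34 it was 1.63. Leaving out one replicate gave 2 to 4, with 4 without replicate 2 and without replicate 6. With a pair less, fewer pairs have to agree for a p under 0.2, which may account for the larger counts. In the fits without replicate 1 and without replicate 3, miR-135b# itself fell below 1.5-fold, at 0.58 and 0.56.

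The 102 higher and 45 lower estimates became 63 and 84 with median normalization and 172 and 65 without the media filter. They became 54 and 31 over the 85 miRNAs of the authors' list, chosen after seeing the data, where fewer miRNAs were tested. Leaving out one replicate gave 90 to 99 higher estimates, always the majority. The fit without the pairing gave 97 higher and 50 lower. The normalizer difference of 0.0662 cycles became -0.0735 over all 169 miRNAs and -0.0460 for the median of the tested miRNAs, chosen after seeing the data. Leaving out one replicate gave 0.0342 (without replicate 2) to 0.107 (without replicate 5). The cause of the change of sign was not tested.

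The differences in detected miRNAs kept their direction under each alternative, from 115 to 129 for vehicle against media and from -9.80 to -4.40 for SDF-1 against vehicle. With 5 pairs the sign-flip test cannot give a p under 0.05, so leaving out a replicate tests only the size and direction of the second difference.

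For vehicle against media, the 67 miRNAs lower in vehicle and 0 lower in media became 17 and 9 when each sample was centred on its median, which removes the general difference between the groups. They became 168 and 3 with missing values set to 34, where 288 miRNAs were tested, and 101 and 1 at a difference of 1 cycle. Leaving out one replicate gave 53 to 66 and 0. Same-numbered vehicle and media samples were treated as sharing only a number, because a correlation of their deviations above 0.1 was required in every pair and it was 0.0916 in replicate 2. It was 0.107 to 0.719 in the other 5, so a shared source is not excluded. With the number as a block, the counts were 65 and 0, and the difference of miR-19b-1# was -0.89 cycles (limma adjusted p = 0.247).

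Among the named miRNAs, 2 changed direction, both with missing values set to 34: miR-422a to -0.48, and miR-19b-1# to 2.53 cycles in favour of vehicle. Outside the fits that left out a replicate, the other results for named miRNAs moved across their threshold in 34 of 226 cases, 18 weaker and 16 stronger. In those fits they did so in 8 of 111 cases. The 3 weaker ones were miR-19b-1# without replicates 1, 5 and 6 (-1.37, -1.31 and -1.52 cycles). The 5 stronger ones passed a p under 0.2 by the exact sign test: miR-422a without replicate 2 (1.42, p = 0.125), miR-642 without replicate 3 (-0.87, p = 0.0625), miR-1255B without replicate 4 (1.09, p = 0.125), miR-502 without replicate 1 (1.22, p = 0.125) and miR-502-3p without replicate 5 (-0.80, p = 0.125).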

Other observations

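Tests of the chi-square counts, of the count lower in media, and of neighbouring replicate numbers were chosen after the results were seen. The others were set beforehand.

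Labels were swapped within pairs in all 32 ways. As many as 8 miRNAs with an exact p under 0.2 occurred in 10 of the 32, the real labels included, and the count ranged from 2 to 11. For the count with a change of at least 1.5-fold, 31 of the 32 gave as many. With the chi-square form, 8 of the 32 gave as many as 37 calls, and 22 of the 32 gave as many as 6 calls with a change of at least 1.5-fold. The numbers of calls are thus within what these samples give with the treatment labels swapped at random.

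The split between higher and lower estimates was different: 1 of the 32, the real one, gave a split as uneven as 102 to 45. The excess of higher estimates was not restricted to miRNAs seen in plain medium. It was 74.7% among 87 miRNAs detected in media and 61.7% among 60 not detected there, and 6 of the 32 gave a difference of median log2 fold change as large as the one between these classes. Normalizer assays were chosen for few detections in media, and their mean change is 0 by construction. The difference between the classes therefore cannot separate presence in medium from membership in the normalizer. The excess of higher estimates cannot be told apart from the choice of normalizer. Median normalization gave 42.9% above 0, but centring on the tested miRNAs holds the share near 50% by construction, and without normalization the share was 51.0%. The normalizer assays moved against one another: of the 56, 32 were above and 24 below 0, and the lowest, miR-196b and miR-642, were at -0.82 and -0.70, while the highest, miR-1227, was at 0.49. The median of the 56 was 0.05, while their mean is 0 by construction. A few normalizer assays with large negative values may therefore explain part of the excess, which was not tested further, and a general rise of EV miRNA against these assays stays open. Within neighbouring replicate numbers, the share above 0 was 54.5% in pairs 1 and 2, 60.3% in pairs 3 and 4 and 64.8% in pairs 5 and 6.

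Changes of at least 1.5-fold sat among miRNAs with a late Cq. The 15 such miRNAs had a median Cq of 28.9 and a median SD over pairs of 1.23, against 25.1 and 0.416 for the other 132. Across the 147 miRNAs, which are not independent replicates, the SD over pairs rose with mean Cq (Spearman's rho 0.729). This is consistent with sampling noise of scarce templates.

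Both arms of 18 hairpins were tested, and the arms changed in the same direction in 11 of them. Their mean absolute difference in log2 fold change was 0.30, against a median of 0.32 in 10000 random pairings of the same arms, and 24.8% of these were as small. A change shared through the precursor was thus not seen.

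For vehicle against media, 1 of 100 drawn splits of the 12 samples (of 462 possible), the real one, gave as many as 67 miRNAs earlier by more than 3.3 cycles, and the next highest count was 47. All 100 gave at least the 0 seen in the other direction, which any split must do, so the splits cannot judge that count.

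Samples with neighbouring numbers resembled each other after SDF-1 and in vehicle. Over miRNAs detected in all samples of a group, the deviations of replicates 1 and 2, 3 and 4, and 5 and 6 had a mean correlation of 0.305 after SDF-1, 0.224 in vehicle and 0.150 in media, against -0.324, -0.293 and -0.279 for other pairs of samples, where centring alone makes the average negative. Of the 15 ways to pair 6 samples, this one was the highest after SDF-1 and in vehicle, while in media 2 were as high, this one included, so another pairing was higher there. In media, replicates 1 and 2 correlated at -0.350. Shared runs for neighbouring numbers may explain the resemblance, and the media samples speak against a run shared by all 3 groups for replicates 1 and 2. The labels name no run, and with 6 samples per group the question stays open.

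The assay of miR-648 gave a mean Cq of 21.1 in 5 media samples and none in the 12 samples from cells. No explanation was tested.

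The number of miRNAs tested here was 147. That is higher than the value quoted from the study above. Of the 147, 67 were not in the authors' deposited table, and 62 of these were seen in 3 or more media samples. The larger number thus came mostly from miRNAs also seen in media, which the filter used here kept at a gap above 3.3 cycles. The p-value of miR-135b# was 0.0625 by the exact sign test. That is higher than the value quoted from the study above. The chi-square form gave 0.0253 for the same 5 pairs.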
